A study of Lithobates sylvaticus with 96 samples.

How the data were processed

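Ventral skin of 96 wood frogs was profiled by BRB-seq. Per the labels' protocols, RNA was extracted with the RNeasy Mini Kit and libraries were made with the Mercurius BRB-seq kit for tag sequencing. The authors deposited whole-number UMI counts as a sparse matrix of 50209 features by 96 libraries with 1047864 entries above 0, and per the file headers the values are integers. The name of the deposited count matrix states that UMIs were deduplicated allowing 1 mismatch. The aligner, the counting program, the genome build, the annotation and any filters are not given in the sources used here, so it is unknown how reads that match several features were treated. Tag sequencing reads the 3′ end of transcripts, so counts were not scaled by gene length.

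Groups were read from the sample titles, which hold a frog number, a population and a treatment code. No frog number was used more than once, so numbers do not pair frogs across groups. The matrix gives its libraries as numbers, and order in the matrix was not taken as a link to the sample titles. All 96 libraries were therefore treated as unassigned. Of the analyses fixed before the data were examined, 8 compare groups or test gene sets, and none of these was made. They were 3 treatment contrasts, 2 population tests and an interaction test with edgeR's quasi-likelihood method, a test of immune and metabolic gene lists, and a permutation test of depth between treatments. The rest of the plan, a description of depth, detection and variability over all libraries, was carried out. 0 columns of other samples' values had to be set aside.

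Library depth was the sum of UMIs over features. Depth ranged from 1346 to 2710880 UMIs with a median of 833362. A feature was called detected with at least 1 UMI, with at least 3 UMIs as the alternative, and libraries were also thinned at random without replacement to 100000 UMIs. Values per feature used the 92 libraries with at least 100000 UMIs, scaled to CPM by the library total. Scaling with TMM factors from edgeR 4.0.16 in R 4.3.3 was an alternative, with factors between 0.766 and 1.70. Expressed features had a mean of at least 50 UMIs per library, or at least 10 in the alternative. The squared CV of CPM was the variance over libraries divided by the squared mean, and its counting part, computed from the counts and depths, was subtracted where stated. Shares of UMIs in single libraries carry 95% Wilson intervals. A count of 0 was read as at most 3 counts of the library total. Intervals and limits cover counting error only. The named features were set by a rule fixed before the data were examined, for the case that libraries could not be assigned. The rule takes the 5 features with the largest share of all UMIs and the 5 expressed features with the largest squared CV of CPM. The library minimum of 100000 UMIs was fixed then too, for the group tests, and was applied to the variability after the matrix was seen.

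Pairs of libraries were compared over the expressed features in 2 ways. One was the mean squared difference in share divided by its Poisson variance. The other was the squared difference relative to the squared mean share, less the Poisson part, averaged over features. Correlations with depth across libraries were tested two-sided with 100000 permutations. Correlations between 2 features on adjacent rows were tested two-sided with 10000 permutations, and orders of rows or columns with 10000 shuffles. A gap was the largest step between neighbouring libraries in sorted log2(CPM + 1), with at least 5 libraries on each side. Calculations were done in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

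The statistics were tested on simulated data made from the 1117 expressed features in 92 libraries. Of 200 features given a known spread, 100% lay above the 99th percentile of the unchanged ones, which had counting noise alone. The squared CVs put in, 0.25 and 1, were far above that noise, so this outcome was nearly assured. A squared CV of 0.25 was recovered as a median of 0.253 and a squared CV of 1 as a median of 0.828, so wide, skewed spreads came out low in 92 libraries. A simulated duplicate was found as the closest pair with a mean squared standardized difference of 1.03. All 20 features made absent from 30 libraries showed a gap of at least 1.5, and 0 others did. The absent features were set to exactly 0 there, and the others had a moderate log-normal spread. Both outcomes were therefore nearly assured, and this check does not cover low sets above 0 or wider spreads.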

Results

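Wood frogs (Lithobates sylvaticus) were reared from egg masses in a laboratory common garden, and expression was measured in ventral skin. Frogs were sampled either before winter, 17 weeks after metamorphosis, or after 9 days of artificial winter at -2 °C or 2 °C. The study asked whether the expression of immune genes depended on winter temperature, on the winter climate of the frogs' origin and on the combination of both. Libraries were made by BRB-seq, a pooled 3′ tag method in which each sample carries its own barcode and each captured RNA molecule carries a unique molecular identifier (UMI). A UMI count is therefore a count of captured molecules rather than of amplified reads.

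The sample titles named 96 frogs from 7 populations under 3 treatment codes, with 32 frogs coded H, 33 coded M and 31 coded Pre. The 21 combinations of population and code held 2 to 6 frogs each. Burke was the smallest population with 8 frogs and Barr the largest with 16. Coombes had 14 frogs, CC had 13, and ORI, Victory and Woodstock had 15 each. The labels did not spell out which of the codes H and M stood for which temperature, and they did not state which populations came from harsh or mild winters.

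The expression values were UMI counts for 50209 features in 96 libraries. The matrix numbers its features and libraries without naming them. No library was therefore assigned to a frog, population or treatment, and no feature was assigned to a gene or a genomic position. The comparisons that the design implies, between H and M, between each of them and Pre, among populations, and their interaction, were not made here. The values below describe all libraries together, each library is named by its column number in the matrix, and each feature by its row number.

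The 96 libraries held 76042549 UMIs in total. The median library had 833362 UMIs, and the 25th and 75th percentiles were 778738 and 897832 UMIs. Depth was even across most libraries, with 86 libraries between 400000 and 1100000 UMIs. There were 9 libraries under 400000 UMIs, and 4 of them fell under 100000 UMIs. These 4 were library 50 with 1346 UMIs, library 91 with 2612 UMIs, library 23 with 14090 UMIs and library 77 with 91964 UMIs. The other 5 shallow libraries were library 92 with 132202 UMIs, library 71 with 133745 UMIs, library 90 with 177169 UMIs, library 9 with 223091 UMIs and library 8 with 322177 UMIs. Library 60 was the deepest with 2710880 UMIs, which was 3.25 times the median and 2.60 times the second deepest library.

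**Figure D1:**
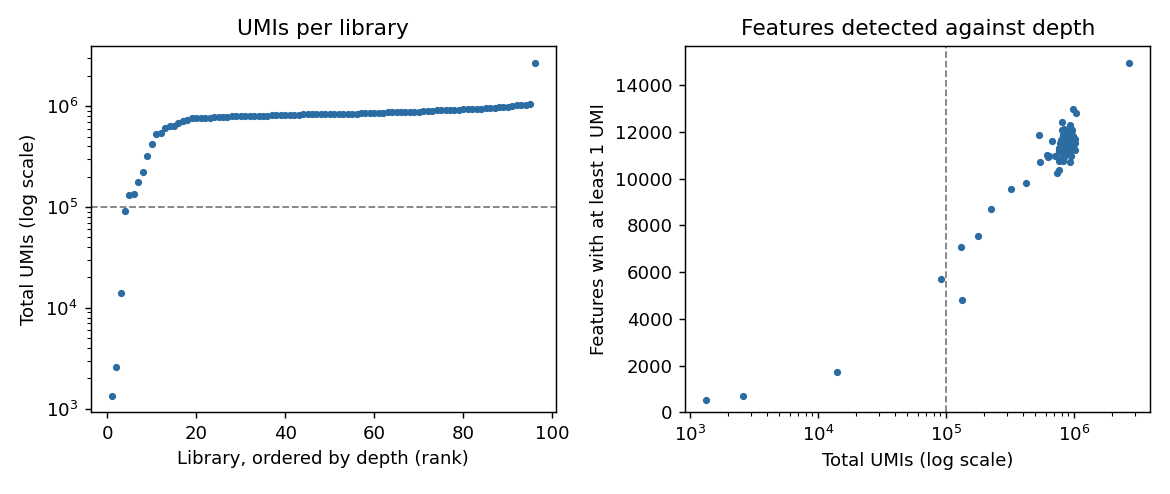
The left panel plots total UMIs (log scale) of the 96 libraries in order of depth, and the right panel plots features with at least 1 UMI against total UMIs (log scale); each point is a library and the dashed line marks 100000 UMIs. A flat plateau near 833362 UMIs holds most libraries, 4 lie below the line, and library 60 stands above the rest at 2710880 UMIs and 14965 features.

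At least 1 UMI was found for 23889 of the 50209 features, or 47.6%. A median of 11343.5 features was detected per library, with a range of 546 in library 50 to 14965 in library 60. Part of this range followed depth. In the 92 libraries with at least 100000 UMIs, thinning every library to 100000 UMIs gave a median of 6028.5 features and a range of 4168 in library 71 to 7491 in library 34. Library 71 thus had the fewest features at equal depth as well as few UMIs. A feature with 0 UMIs could still have made up to 3.59 CPM, the UMI count scaled to a library total of 1000000, in the median library with at least 100000 UMIs, from the limit of 3 counts. This limit rose to 22.7 CPM in library 92 and fell to 1.11 CPM in library 60.

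Counts were concentrated in few features. The 100 most abundant features held 64.5% of all UMIs and the 1000 most abundant held 88.4%. The 5 most abundant held 13.4%, and this share was 13.6% when taken as the median over libraries with at least 100000 UMIs. Feature 34173 was the most abundant with 5.01% of all UMIs. Across those 92 libraries its share had a median of 4.72%, from 1.23% in library 39 (95% Wilson interval 1.21 to 1.25) to 10.8% in library 78 (95% Wilson interval 10.7 to 10.9). Feature 43810 held 3.44% of all UMIs, and its share ranged from 0.346% in library 34 (interval 0.331 to 0.362) to 9.31% in library 87 (interval 9.25 to 9.38). Feature 45501 held 1.93% and ranged from 0.185% in library 34 (interval 0.174 to 0.197) to 4.33% in library 84 (interval 4.28 to 4.37). Feature 47754 was steadier, with 1.52% of all UMIs and a range of 1.05% in library 9 (interval 1.005 to 1.09) to 2.69% in library 71 (interval 2.60 to 2.78). Feature 9598 held 1.51% and ranged from 0.808% in library 89 (interval 0.790 to 0.827) to 2.65% in library 5 (interval 2.61 to 2.69). For all 5 features the lowest and highest libraries differed by far more than these intervals, which cover counting error only.

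The spread between libraries was measured for the 1117 features with a mean of at least 50 UMIs per library, which together held 89.2% of the UMIs. The median squared coefficient of variation (CV) of CPM across the 92 libraries was 0.120. Counting noise alone, simulated from the pooled profile at the same depths, gave a median squared CV of 0.0103 and a maximum of 0.0334. The observed squared CV exceeded that maximum for 1049 features, or 93.9%. After the counting part was subtracted, the median squared CV was 0.108, which corresponds to a CV of 32.9% between libraries. This spread contains differences among individual frogs, populations and treatments together with library preparation, and it was not divided among them. The setting that moved it most was a lower expression minimum of 10 UMIs per library, which gave 0.142.

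A squared CV above 1 was found for 64 of the 1117 features. Feature 29886 was the most variable, with a squared CV of 10.3. Its median was 2.06 CPM, 22 libraries held none of its UMIs, and its maximum was 1401 CPM in library 11. Feature 34035 had a squared CV of 8.16, with a median of 61.4 CPM and a maximum of 3818 CPM in library 39. That maximum was 5.19 times the second highest library, and without library 39 the squared CV fell to 1.34. Feature 40612 had a squared CV of 7.57, with a median of 84.7 CPM and a maximum of 8637 CPM in library 96. Feature 38632 had a squared CV of 5.56, with a median of 26.1 CPM and a maximum of 1225 CPM in library 59, and without library 59 its squared CV was 2.42. Feature 14166 had a squared CV of 4.49, with a median of 4.09 CPM, 0 UMIs in 9 libraries and a maximum of 763 CPM in library 61. Simulated counting noise gave a squared CV of at most 0.0230 for any of these 5 features.

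**Figure D2:**
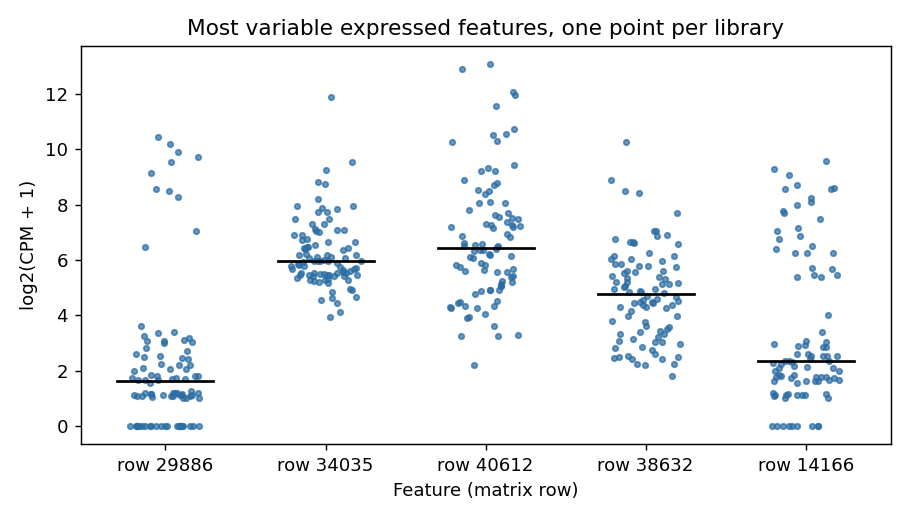
Expression of the 5 most variable expressed features as log2(CPM + 1), with one point per library for the 92 libraries with at least 100000 UMIs and a black bar at the median; horizontal scatter within a feature is arbitrary. Row 29886 has most libraries near its median of 2.06 CPM and a separate set reaching 1401 CPM, while row 34035 has a single library at 3818 CPM.

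The libraries were compared pairwise to find samples that could be the same material. Over the 4186 pairs, the Pearson correlation of log2(CPM + 1) across the 1117 features had a median of 0.847 and ranged from 0.519 to 0.983. These correlations are across features, which are not independent replicates. The median pair differed with a squared CV of 0.167 after counting noise was subtracted, and 44.4% of its features differed by more than 3 standard errors of counting. Libraries 8 and 15 were the closest pair, with a squared CV of 0.00701, a correlation of 0.983 and 2.78% of features beyond 3 standard errors. The second closest pair, libraries 3 and 57, had a squared CV of 0.0503. The mean squared standardized difference between libraries 8 and 15 was 3.21, where counting noise alone gives about 1. Their difference was therefore larger than counting noise on this measure, and they were kept as 2 libraries. This cannot decide whether they hold the same material, because library preparation could also add differences between 2 libraries of one RNA. With all UMIs no pair agreed within counting noise on this measure, since 3.21 was the lowest value over all pairs. At 100000 UMIs per library, the squared CV of libraries 8 and 15 less counting noise was -0.00175.

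**Figure D3:**
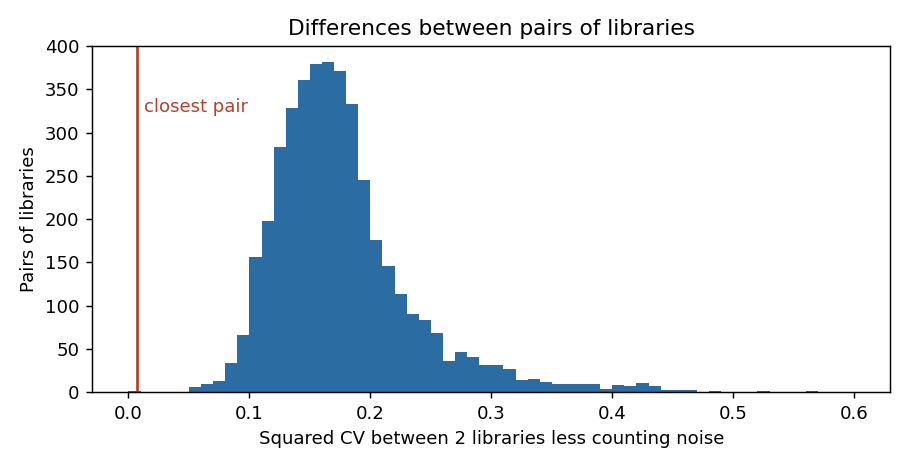
Histogram of the squared CV between 2 libraries, after counting noise is subtracted, over the 4186 pairs of the 92 libraries with at least 100000 UMIs; the vertical line marks the closest pair. Most pairs lie around the median of 0.167, and libraries 8 and 15, at 0.00701, lie apart from the next pair at 0.0503.

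Library 34 was the least similar to the rest. Its median correlation with the other libraries, again across features, was 0.657, whereas the next lowest was 0.770 in library 9 and the median library had 0.850.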

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

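The alternatives fixed before the data were examined covered detection, thinning, shallow libraries, TMM scaling and the expression minimum. Those that concern the closest pair, the gaps, all 96 libraries, a left-out library or the median over libraries of the share of the 5 most abundant features were chosen after the data were seen. Of 30 alternatives run, 22 kept the value within 1 bootstrap SD (over libraries, or over features for the closest pair) or within 1.5 times for counts, and 8 moved it further. Leaving out 4 of 96 libraries or 1 of 92 can move a median only a little, so those settings test little. The bootstrap limit was set after the values had been seen. With no library assigned to a group, the values carry no direction between groups.

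The median number of detected features fell from 11343.5 to 7627.5 when 3 UMIs were required, and to 6028.5 when libraries were thinned to 100000 UMIs, as both settings remove weakly detected features by construction. Leaving out the 4 libraries under 100000 UMIs gave 11435.5. The number of features with a squared CV above 1 rose from 64 to 183 when the expression minimum was lowered to a mean of 10 UMIs, because 3988 instead of 1117 features were then tested, while the share above 1 fell from 5.73% to 4.59%. The number was 65 with TMM factors and 84 over all 96 libraries. The median squared CV less counting noise was 0.108, with a bootstrap SD of 0.00836. It rose to 0.142 with the lower expression minimum, and the cause was not tested. Its other alternatives lay between 0.103 and 0.116. The 5 most variable features were the same 5 with TMM factors, over all 96 libraries and without one library of the closest pair, whereas 2 of the 5 remained with the lower expression minimum. Leaving out the highest library lowered the squared CV of feature 34035 from 8.16 to 1.34 and that of feature 38632 from 5.56 to 2.42, so 1 library sets most of each value.

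The squared CV of the closest pair was 0.00701 with all UMIs, 0.00872 with the lower expression minimum and -0.00175 at 100000 UMIs per library. At that depth the mean squared standardized difference was 1.51, still above the value of about 1 that counting noise gives, so the 2 measures differ there. Libraries 8 and 15 were the closest pair in each of these settings. The number of features with a gap of at least 1.5 on the log2 scale was 10. It was 27 with the lower expression minimum, which tests more features, 8 with TMM factors, 7 with a pseudocount of 5 CPM and 11 without libraries under 400000 UMIs.

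The planned tests between treatments, among populations, of their interaction, of gene lists and of depth between treatments were not run, nor were their alternatives (DESeq2, other size factors, other filters and library minimums, other sets of frogs, left-out frogs or populations, fry and estimated correlations), because libraries were not assigned to frogs. Depth limits the 4 libraries under 100000 UMIs most. In library 50 a feature with 0 UMIs may make up to 2229 CPM, and the limit is 32.6 CPM in library 77, so these 4 were left out of values per feature. With them the median squared CV less counting noise was 0.116, against 0.108 without.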

Other observations

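The patterns below were found by looking through the libraries. Written after the measured result had been seen were the tests of the shallow libraries against the pooled profile, of library 60, of matching features in the closest pair, of depth, absence and opposite partners for the gaps, and of adjacent features and adjacent libraries. No explanation by treatment or population was tested, since the libraries carry no group here.

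Libraries 8 and 15 were much closer to each other than any other pair. Shared shallow depth is argued against, because at 100000 UMIs per library the pair was still the closest, at a squared CV of -0.00175 against 0.0417 for the second closest pair. Reads from the whole pool in both libraries are argued against as well, since both lay farther from the pooled profile than the median library, at 4.68 and 4.73 against 4.15. A candidate explanation is that both hold RNA of a single frog, although the titles list 96 different frog numbers. Among 18 features with a gap between libraries (a step of at least 1.5, a mean of at least 10 UMIs and at least 10 CPM above the gap), the pair lay on the same side for 18, against a median of 12 over pairs. However, 21 other pairs also matched at 18, so closely related frogs or carry-over from one well to the other cannot be told apart from a repeated sample. A few features carried much of the remaining difference: 4 features made up 49.0% of the summed squared standardized difference. Feature 37521 had 2573 CPM in library 8 and 7253 CPM in library 15, whereas feature 9126 had 2697 and 860 CPM. Without these 4 features the mean squared standardized difference was 1.64.

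Sharp gaps separated libraries for 10 expressed features, where 20 log-normal simulations with the same means and spreads gave 0. For feature 29886, 81 libraries held at most 11 UMIs. Of these, 22 held 0 UMIs, 25 held 1, 11 held 2, 6 held 3, 4 held 4, 2 held 5, 5 held 6, 3 held 7, and single libraries held 8, 9 and 11. The other 11 libraries had 1401, 1170, 951, 852, 749, 558, 378, 363, 312, 131 and 86.9 CPM. Feature 29891, which is 5 rows away in the matrix, exceeded 50 CPM in 5 libraries, and all 5 were among those 11. The reverse form also occurred. Feature 22870 had 3 UMIs or fewer in 9 libraries (8, 15, 17, 20, 40, 65, 66, 69 and 96, with 1, 1, 0, 0, 1, 3, 2, 2 and 0 UMIs) and at least 44.9 CPM in the other 83. Feature 38534 had at most 1 UMI in 10 libraries and at least 13.8 CPM in the other 82. Features 22870 and 38534 each had a partner that fell as they rose, described below. Their low values alone therefore do not show that a gene was missing.

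Shallow depth does not account for these gaps. For each of the 10 features, at least 92.3% of the libraries below the gap would have held more than 3 UMIs at the lowest level found above it. Movement of reads to a single, otherwise steady, near-identical counted copy is argued against for 6 of the 10, including 29886. For these 6, no counted feature fell as they rose and steadied the sum. Because the search took single features, movement over several copies, or to a copy with wide changes of its own, remains open. For the other 4 (22870, 24915, 38534 and 45817), such a partner was found, but 46 of 124 other variable features also had one. Reads moving between copies therefore cannot be told apart from opposite regulation without the sequences. Feature 22870 and its partner 10099 had squared CVs of 0.256 and 1.68, and their sum had 0.0529. Feature 38534 and its partner 38533 had 0.326 and 0.699, and their sum had 0.0700. Absence of the gene, or of its expression, is argued against for feature 20416. Its lowest value below the gap was 55.2 CPM, above the 17.4 CPM that was the most found below the gap of any other feature. For the other 9, present-or-absent genes and on-or-off expression remain open, although feature 24915 also had no library at 0 UMIs. Alleles that the reference does not match remain open and untested for all 10.

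Features on adjacent matrix rows varied together or in opposition more often than other pairs. Of 40 adjacent pairs of expressed features, 6 had a correlation across libraries above 0.5 and 4 had one below -0.5. Over all pairs the shares were 4.11% and 0.749%. Shuffled row orders gave as many strongly negative pairs with a permutation p of 0.0004 (0.0008 after adjustment over the 2 directions) and as many strongly positive pairs with a permutation p of 0.0066, so a chance order of the rows is argued against. For features 8128 and 8129, Pearson's r was -0.65 and Spearman's rho -0.50 (permutation p 0.0001 each, the smallest that 10000 permutations can give, 0.000286 for r after adjustment over 40 pairs), and r was -0.57 without the 2 libraries farthest from the median. Features 24914 and 24915 had squared CVs of 0.726 and 0.527, but their sum had 0.0506. Features 38533 and 38534 had 0.699 and 0.326, and their sum had 0.0700, while features 28256 and 28257 had 0.970 and 0.337, and their sum had 0.1002. One hypothesis is that reads of near-identical neighbouring copies are split between them in a way that differs from frog to frog. Reads that leave one feature then enter the other. If the split is unrelated to the total of both, the correlation of CPM is no more negative than minus the smaller SD over the larger. This argues against a split for features 8128 and 8129, whose SDs of 40.7 and 571 CPM allow no r below -0.07, while r of CPM was -0.65. The other 3 opposing pairs did not go beyond their limits by more than the bootstrap error. For these a split cannot be told apart from opposite regulation because the matrix holds no sequences, and it is open how reads with several matches were counted. Where it holds, a difference in either feature alone could reflect the split rather than expression.

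The 4 libraries under 100000 UMIs might have been thought to hold only reads misassigned from other barcodes. All 4 lay farther from the pooled profile than each of 200 random draws of the same size from it, which argues against reads taken from all barcodes in proportion to depth as their whole content. Library 23 had a distance of 6.01 against at most 1.16 in the draws, and library 50 had 1.70 against at most 1.40. Reads misassigned from one or a few barcodes would resemble those libraries instead and remain open. Other libraries thinned to the same depths had median distances of 2.74 for library 23 and 1.69 for library 50, and 2 and 44 of the 92 were as far. In libraries with at least 100000 UMIs, all thinned to that number, the distance from the pooled profile fell with depth (Pearson's r -0.43, permutation p 0.00032; Spearman's rho -0.27, permutation p 0.01013; n = 92). After Benjamini-Hochberg adjustment over 4 p-values from 2 relations, these were 0.00128 and 0.0203. Without the 2 libraries of most extreme depth r was -0.39, and among the 87 libraries with at least 400000 UMIs it was -0.19 with a permutation p of 0.078, so the relation rests largely on the shallow libraries.

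Library 60 had 3.25 times the median depth and the second highest number of features at equal depth. RNA of 2 different frogs under one barcode would add up the features found in each, and could place the library inside gaps between other libraries. Gaps were therefore sought again without library 60, by the same rule as for libraries 8 and 15. Of the 19 features found, 16 had libraries at 0 UMIs below the gap, and library 60 lay above the lower set for 8 of these 16, against a median of 10 for the other libraries. In mixtures of 2 other libraries with 50%, 25% or 10% from one, at most 0.171% lay above it for as few. This argues against RNA of 2 frogs that differ in these features, with at least 10% from each. Frogs alike in them, or a smaller share from one, cannot be told apart from a single frog. Library 60 lay inside the gap for 2 of the 19 features, and 8 of the 92 libraries, library 60 included, lay inside as many gaps found without them, and its number of features at equal depth also leaves this open. More input RNA and a repeated addition of the same sample remain open as well.

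Library 34 was the least similar to the others. Shallow depth is argued against, since its median correlation at 100000 UMIs per library was 0.602 and the next lowest was 0.704. Domination by a few features is argued against too, because its 10 most abundant features held 17.5% of its UMIs against a median of 20.8%. It had the most features at equal depth and the lowest shares of features 43810 and 45501. A different make-up of the skin sample and a difference between frogs are both open.

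A set of 13 features rose and fell together across libraries, linked by correlations of at least 0.9 and with a median correlation of 0.93. The closest 2 of them were 386 rows apart. Their joint share of UMIs had a median of 0.283% and ran from 0.00354% in library 34 (95% Wilson interval 0.00227 to 0.00554) to 3.61% in library 95 (interval 3.57 to 3.65). A straight line in log10 depth took 0.384% of the variance of the log2 share, which argues against depth as the whole cause (Pearson's r 0.06, permutation p 0.561; Spearman's rho 0.22, permutation p 0.0342, 0.0455 after adjustment; n = 92). Without the 2 libraries of most extreme depth the line took 4.98% (r 0.22, permutation p 0.034; rho 0.29, permutation p 0.00601), so a weak relation with depth is not excluded. Differing amounts of one cell type or tissue in the samples and a shared regulated programme are both open, and neither was tested without gene names.

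Libraries in neighbouring matrix columns were no more alike than others. Their median correlation was 0.847 in 87 adjacent pairs and 0.847 over all pairs, with a one-sided permutation p of 0.521. Spill between neighbouring barcodes cannot be told apart from its absence by this test, since the order of the columns on the plate is not known.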
